A study of Mus musculus with 10 samples. Its data were reported in "miR-24 limits aortic vascular inflammation and murine abdominal aneurysm development" (2014).

How the data were processed

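The arrays were 2-colour Agilent arrays covering the mouse genome. On each, the red dye (Cy5) marked 500 ng of infrarenal aortic RNA from 1 mouse and the green dye (Cy3) marked the universal mouse reference, in matching amount. There were 5 sham (saline) and 5 PPE arrays, at 7 days, with PPE at 1.5 U per mL infused for 5 min at 100 mmHg. Dyes were not swapped. A constant dye bias of a probe cancels in the difference between groups, and a bias that varies with signal does not. Groups and replicate numbers were taken from the sample labels. Per the study's methods, arrays with poor hybridization were left out by the authors, and clustering and principal components were used to remove others. Which arrays were removed is not stated, so the effect on the distance between the groups is unknown.

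The authors scanned the arrays and extracted spots with Agilent Feature Extraction 10.7.3.1. Per the file headers, each array has 62976 spots, of which 59305 are not controls. These hold 55681 probes and 35527 gene names. The deposited spot signals and local backgrounds are an intensity on a linear scale. The deposited LogRatio is a log10 ratio of red over green, turned to log2 here. The authors' series matrix holds log2 ratios with unstated scale. Set against each array's own spots, it equalled log2 of processed red over processed green signal on 100% of spots within a tolerance of 1e-04. It equalled the LogRatio on 64.5% to 85.4% of spots, since the LogRatio is set to 0 where both signals are substitutes for the background. No spot was saturated in either channel.

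All values in the report were computed from the mean spot signal and median local background. In R 4.3.3 with limma 3.58.1, background was corrected by normexp with an offset of 50 over all spots, and each array was normalized by loess, with no normalization between arrays. The offset draws log ratios of dim probes towards 0, so their changes are understated. Control spots and between 176 and 331 spots per array marked as outliers were left out, and spots of 1 probe were averaged. A probe was tested if its red signal was well above background on at least 5 of the 10 arrays (for probes with several spots, on at least a share of 0.5 of them). A gene is a distinct gene name in the files, represented by its tested probe with the highest mean brightness over the 10 arrays. Of 5889 names with more than 1 tested probe, 10 had probes called in opposite directions. This left 22520 names. Of these, 16219 matched a symbol or accession of the RefSeq table of assembly GRCm38.p6, which was used for names only, 2735 were lincRNA regions and 3566 were other names kept as in the files. Positions are those the files give for probes, on mm9. No annotation of exons or UTRs on mm9 was used here.

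Groups were compared with limma (lmFit, eBayes), two-sided and unpaired, and p-values were adjusted by Benjamini-Hochberg. Adjusted p-values of genes in all parts are those of limma unless another test is named. The threshold was an adjusted p under 0.01, after the false discovery rate of 1% in the study. The study's own test, SAM, was written anew as an alternative. It was planned with all 252 relabellings and was run with 100 drawn ones. Single values were compared by exact permutation tests. Where a probe was not well above background on any array of a group, its fold is a lower bound, taken against the higher of its own signal and the lowest signal among probes well above background, per array, on channel values after loess and Aquantile.

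Named genes were chosen by a rule fixed before the data were examined: the 22 genes named in the study's text, the 5 largest increases and 5 largest decreases among called symbols above background on all 10 arrays with non-overlapping groups, up to 3 genes in each direction above background in 1 group only, and the host gene of miR-24-1. One gene that met the rule is not reported here. Gene lists for macrophages, neutrophils, T cells, B cells, smooth muscle contraction, endothelium, fibroblasts and matrix, adipocytes, skeletal muscle, cell cycle, interferon-induced genes, chemokines, Toll-like receptors, collagens, matrix metalloproteinases, oxidative phosphorylation and cytosolic ribosomal proteins were fixed then too. They were tested with camera at a preset correlation of 0.01, adjusted over the 17 lists. Members missing a value on some array were left out of camera, so 11 of the 12 macrophage genes entered it. The lists of macrophages (3 genes), matrix metalloproteinases (2), smooth muscle contraction (1) and chemokines (1) share genes with the study-named list. Further lists, for brown fat and fat cells in general, were written after the first results.

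On simulated data with the means and spreads of the PPE and sham arrays (22495 genes, 200 of them changed), limma recovered 87.9% of changes of 2 on the log2 scale, 61.2% of changes of 1 and 2.99% of changes of 0.5, with 1 false call among 102. SAM recovered 90.9%, 65.7% and 5.97%, with 1 false call among 109. With only 200 genes changed, the adjusted threshold is stricter than in the data, so these shares do not carry over to the 5359 calls.

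The alternatives were no background correction, an offset of 10, median centring, the LogRatio, the series matrix, Aquantile, the red channel alone, other filters and probe rules, SAM, eBayes with trend and robust variance, array weights, the replicate number or slide as a block, each array left out in turn, other thresholds, fry and an estimated correlation. Scan day as a block and slide as a random block were added after seeing the data. The planned search for miR-24 seed hexamers in 3′ UTRs needs UTR sequences and was not analysed here, nor were the microRNA arrays.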

Results

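Gene expression was profiled in infrarenal aortic tissue of 10-week-old mice 7 days after surgery. In the PPE group, the aorta was infused with porcine pancreatic elastase (PPE), an enzyme that digests elastin and starts an abdominal aortic aneurysm (AAA). In the sham group, the infusion was saline. Each group held 5 mice, with 1 aorta per array, so 10 arrays entered the comparison. Every array carried aortic RNA in the red channel and a universal mouse reference RNA, pooled from cell lines, in the green channel. Values are therefore log2 ratios of aorta over reference, and a difference between groups compares PPE with sham through the same reference. The arrays fell on 5 slides and 2 scan days. Slide 1 held sham 1, PPE 1 and PPE 2, and was the only one of scan day 2. Slide 2 held sham 2, sham 3, PPE 3 and PPE 4, and slides 3, 4 and 5 held sham 4, sham 5 and PPE 5. The number of arrays limits the precision of all values below.

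The share of spots with red signal well above background ranged from 37.6% on sham 5 to 65.8% on PPE 1. The green channel ranged from 46.5% on sham 5 to 67.6% on PPE 1. Array profiles were compared first, to ask whether the groups differed more than the mice within them. Across genes, the median correlation between 2 arrays was 0.942 within sham (range 0.872 to 0.969) and 0.937 within PPE (0.836 to 0.960). Between a sham and a PPE array the median was 0.692 (0.638 to 0.782). These correlations run across genes, which are not independent replicates. The first principal component held 64.7% of the variance and separated the groups without overlap. The second held 16.5% and placed sham 5 and PPE 5, the arrays with the smallest shares of red spots above background, at one end.

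**Figure D1:**
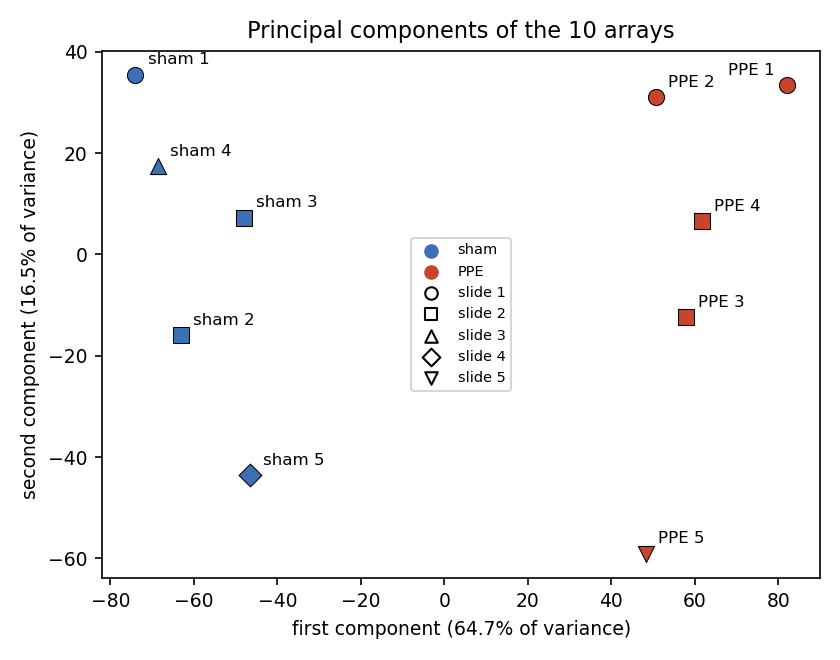
First against second principal component of the log2 ratios (axes in component units, with the percentage of variance), 1 point per array, coloured by group and shaped by slide. The 5 sham arrays lie below 0 and the 5 PPE arrays above 0 on the first component, and PPE 5 and sham 5 lie lowest on the second.

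The study asked which genes change as the aneurysm forms. Of 22520 gene names tested, 3120 were higher and 2239 were lower in PPE than in sham at a limma adjusted p under 0.01, which is 13.9% and 9.94% of those tested. Higher genes made up 58.2% of the calls. The alternative that moved these counts most was median centring of each array in place of loess, which gave 408 higher and 8 lower genes. More than a 2-fold change was seen in 1776 higher and 1176 lower genes. The values of the groups did not overlap in 4878 of the 5359 called genes and in 5739 (25.5%) of all names tested, against 0.794% that chance gives for 5 against 5. Without adjustment, 9824 names had a p under 0.05. The median log2 fold change over all names tested was 0.02. Of the calls, 2625 higher and 1917 lower names matched a RefSeq gene. Another 159 higher and 130 lower names were regions of long intergenic non-coding RNA (lincRNA).

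The comparison held within slides. Of 1378 genes called on the 6 arrays outside slide 2, 100% had the same sign on slide 2 (2 sham and 2 PPE arrays). Of 3448 genes called on the 7 arrays outside slide 1, 99.97% had the same sign on slide 1 (1 sham and 2 PPE arrays). With slide as a fixed block, 3145 genes were higher and 2307 lower, and 4532 of the calls were shared in direction with the fit without it. Slides 3, 4 and 5 held 1 array each and gave no within-slide value. Scan day 2 is slide 1, and with scan day as a fixed block 3294 genes were higher and 2599 lower.

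**Figure D2:**
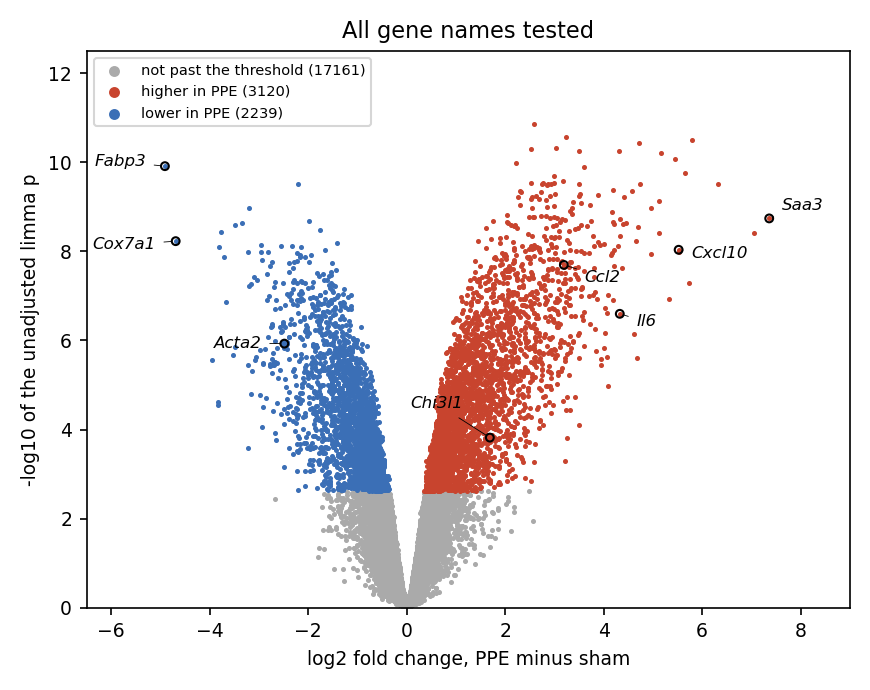
Log2 fold change (PPE minus sham) against -log10 of the unadjusted limma p for each of the 22520 gene names tested, 1 point per name, with 3120 higher in red, 2239 lower in blue and the rest in grey. Saa3 lies farthest to the right and Fabp3 farthest to the left among the circled genes.

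The genes that changed most were read among symbols well above background on all 10 arrays. The acute-phase gene Saa3 had the largest increase, with a log2 fold change of 7.36 (SE 0.43, limma adjusted p 6.01e-07). It was followed by the receptor gene Sirpb1b (6.32), the lectin Clec4d (5.74), Saa1 (5.66) and the chemokine Cxcl10 (5.52). Sirpb1b had no value on sham 2. In the LogRatio and in the series matrix the change of Sirpb1b was 3.915, below those of Clec4d, Saa1 and Cxcl10. Saa1 and Sirpb1b belong to families with near-identical members, so a probe may read more than 1 gene and their values are uncertain. The largest decrease was that of the fatty acid binding protein Fabp3, with a log2 fold change of -4.91 (SE 0.22, limma adjusted p 2.17e-07). Cox7a1 (-4.69), Clstn3 (-3.76) and Inmt (-3.67) were also among the largest decreases. The genes named here had non-overlapping groups, and under median centring Inmt was no longer past the threshold.

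Another 101 names were well above background on all 5 PPE arrays and on no sham array, and 80 of these were called higher. Only 5 names showed the opposite, and 4 of these were called lower. Both counts depend on the signal of the arrays. To show the opposite, a name had to pass on sham 5 (37.6% of red spots above background) and fail on PPE 1 (65.8%). How much of the contrast comes from this was not tested. For genes above background in 1 group only, a fold change is a bound on the scale of the red channel after loess and Aquantile. It is open to a dye bias that varies with signal, since dyes were not swapped. On that scale Cxcl5 was at least 95.4-fold higher in PPE, Fpr2 at least 28.0-fold and Slfn4 at least 23.3-fold. Elovl3 was at least 4.67-fold lower, Rab17 at least 2.68-fold and Tinag at least 1.78-fold. These are no floor for other processings. The fitted folds of the ratios lay under the bound for Fpr2 (25.7) and Elovl3 (4.36), and the lowest fold among the alternatives was 14.6 for Fpr2, 2.77 for Elovl3, 22.2 for Slfn4 and 1.99 for Rab17.

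Chi3l1 (chitinase 3-like 1, now Chil1) is the gene the study follows as a target of miR-24. Its probe, A_51_P362066, lies on chromosome 1 from 136086448 to 136086507 (mm9). The log2 ratio was -0.33 ± 0.22 in sham and 1.35 ± 0.75 in PPE (SD, n = 5 arrays each, exact two-sided permutation p 0.00794, the smallest that 252 relabellings can give). Single PPE arrays ranged from 0.52 on PPE 5 to 2.22 on PPE 1, and sham arrays from -0.67 to -0.16. The log2 fold change was 1.69 (SE 0.30, limma adjusted p 0.00113). The Chi3l1 probe was not well above background on any of the 5 sham arrays and was above it on all 5 PPE arrays, so its fold is a bound, at least 3.90 on the scale of the red channel after loess and Aquantile. The fitted fold of the ratios was lower, 3.22, and the lowest among the alternatives was 2.78, so 3.90 is no floor for other processings. The difference was 1.70 on slide 2 and 2.28 on slide 1. It was 1.51 under median centring, where the limma adjusted p was 0.0466, and 3.29 in the series matrix values.

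The study names 22 mouse genes in its text, all of which had a probe. Il12a was well above background on 0 arrays and Il10 on 4, and neither was tested. Of the 20 tested, 17 were past the threshold, 16 higher and 1 lower, and the count was also 17 when adjusted over the list alone. Some of these genes were picked by the study from arrays or tissue of the same model, so the second count is not independent evidence. Others were named there for cultured cells, for protein stains or as background. Neither count as a whole therefore tests a result of the study in aortic RNA. Among cytokine genes, Ccl2 rose by a log2 fold change of 3.19 (SE 0.23, limma adjusted p 2.13e-06) and Tnf by 2.18. Il6 was above background only in PPE, where it was at least 15.98-fold higher. Il12b was likewise at least 1.98-fold higher, on the same scale as the other bounds (1.86-fold in the red channel alone). Arg1 rose by 3.50 and Mrc1 by 1.22. The adhesion molecule genes Vcam1, Icam1 and Selp rose by 2.17, 1.25 and 0.97. Mmp9 rose by 1.85, Tgfb1 by 1.41, Mmp2 by 1.05, Furin by 0.76 and Nfkb1 by 0.53. With slide as a fixed block the count was 14, and Furin (limma adjusted p 0.0131), Il12b (0.0121) and Nfkb1 (0.0347) were no longer past the threshold. A second probe of Nfkb1 gave 0.60 (limma adjusted p 0.0015 over all tested probes). The calls of Nfkb1, Il12b, Mmp9 and Mrc1 were each lost with 1 or another array left out. The log2 fold change then stayed from 0.47 to 0.62 for Nfkb1 and from 0.99 to 1.50 for Il12b. The largest limma adjusted p with 1 array left out was 0.0165 for Nfkb1 (the call was lost without any 1 of sham 1 to 4 and PPE 1, 2, 4 or 5). It was 0.0184 for Il12b (without any 1 sham array, PPE 2 or PPE 3), 0.0115 for Mmp9 (without sham 2 or sham 4) and 0.0112 for Mrc1 (without sham 2). The macrophage gene Emr1, now Adgre1, rose by 3.42, and the smooth muscle gene Acta2 fell by 2.49 (SE 0.27, limma adjusted p 3.07e-05). Rela (0.02), Nos1 (-0.09) and Itgam (0.44) were not past the threshold. Itgam had 3 probes that disagreed, with log2 fold changes of 0.05, 0.44 and 2.48, and only the last was called. The probe with the highest brightness, which represents the gene, gave 0.44. The mean of the probes gave 0.99 and was past the threshold (limma adjusted p 0.00085). With the mean of probes for every gene, the study-named count was 18.

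**Figure D3:**
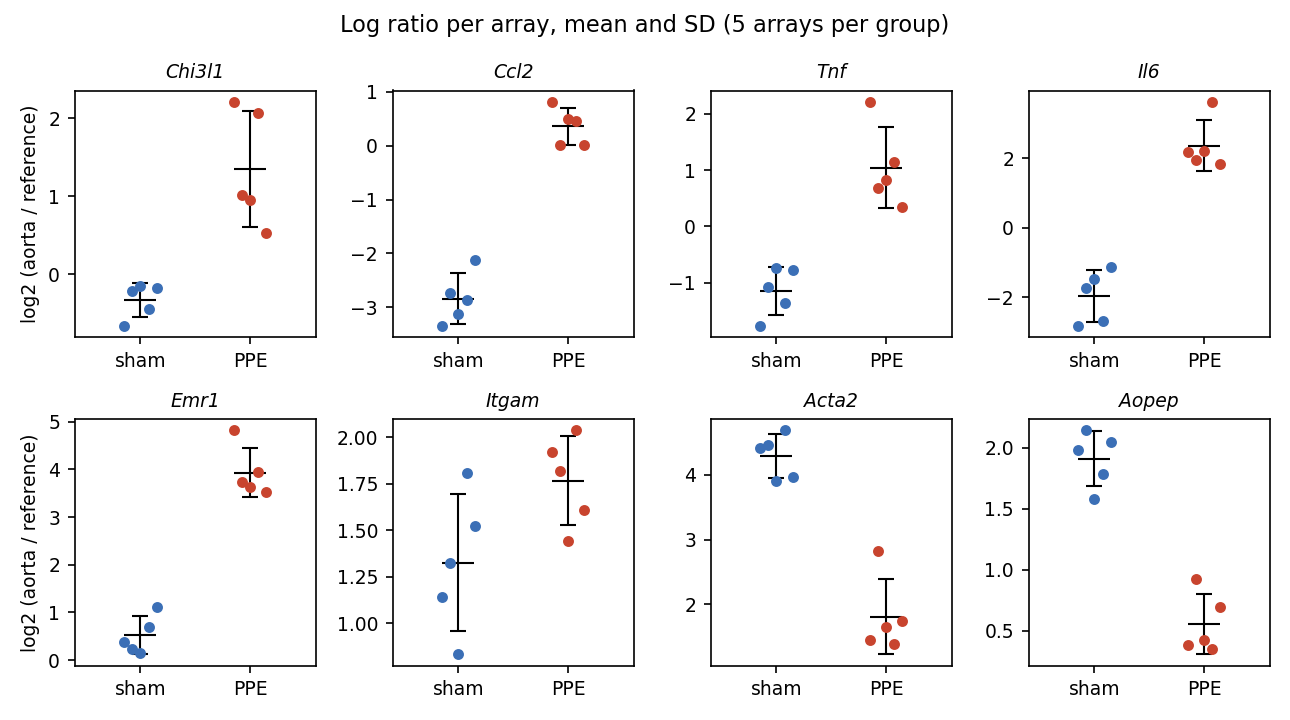
Log2 ratio of aorta over reference for 8 genes, 1 point per array, with the mean and SD of the 5 arrays of each group as bars; the vertical range differs between panels and does not start at 0. PPE and sham arrays do not overlap for Chi3l1, Ccl2, Tnf, Il6, Emr1, Acta2 and Aopep, and overlap for Itgam.

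The study located its miR-24 decrease at the copy of the gene that lies in an intron on chromosome 13. The host gene of that intron, named 2010111I01Rik in the files and now Aopep, was lower in PPE. Its log2 ratio was 1.91 ± 0.23 in sham and 0.55 ± 0.25 in PPE (SD, n = 5 arrays each), a log2 fold change of -1.35 (SE 0.15, limma adjusted p 3.68e-05). The probe spans 63403319 to 63403378 on chromosome 13 (mm9). A second probe of 2010111I01Rik gave -1.69. The difference was -1.48 on slide 2 and -1.33 on slide 1. Under median centring the log2 fold change of 2010111I01Rik was -0.66 (limma adjusted p 0.498), no longer past the threshold. The arrays carry the host messenger RNA and say nothing on the level of miR-24 itself.

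Lists of genes, written before the data were examined, addressed which tissue components and pathways differ. By camera with a preset correlation of 0.01, 14 of 17 lists were past an adjusted p of 0.05, 11 higher and 3 lower. The same number was called by fry, and 0 were called by camera with an estimated correlation, where 4 lists had an unadjusted p under 0.05 and the smallest adjusted p was 0.102. A score per array, the mean of a list's members, gave 14 lists past the threshold in an exact permutation test, and in 12 of them the groups did not overlap. The median log2 fold change was 2.94 for interferon-induced genes (11 of 11 called higher) and 2.90 for neutrophils (9 of 11). It was 2.16 for macrophages (9 of 12), 2.06 for chemokines (20 of 29, with 2 lower), 2.06 for T cells (6 of 10) and 2.01 for Toll-like receptors (7 of 11). Cell cycle genes had a median of 1.43, fibroblast and matrix genes 1.28, matrix metalloproteinases 1.20, collagens 0.52 (16 higher and 5 lower of 36) and cytosolic ribosomal proteins 0.32. The lists that fell were smooth muscle contraction, with a median of -1.80 (12 of 14 called lower), oxidative phosphorylation at -1.15 (72 of 82) and adipocytes at -0.83 (5 of 12). The score of oxidative phosphorylation was 0.99 ± 0.18 in sham and -0.14 ± 0.09 in PPE (SD, n = 5 arrays each, exact two-sided permutation p 0.00794, adjusted over 17 lists 0.0112). B cells (0.33), endothelium (0.12) and skeletal muscle (-0.33) were not past the threshold. For endothelium, the median and the mean were above 0 while camera placed the list below the other genes. The collagens were not called when genes had to be above background on all 10 arrays, and skeletal muscle was called lower under median centring.

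**Figure D4:**
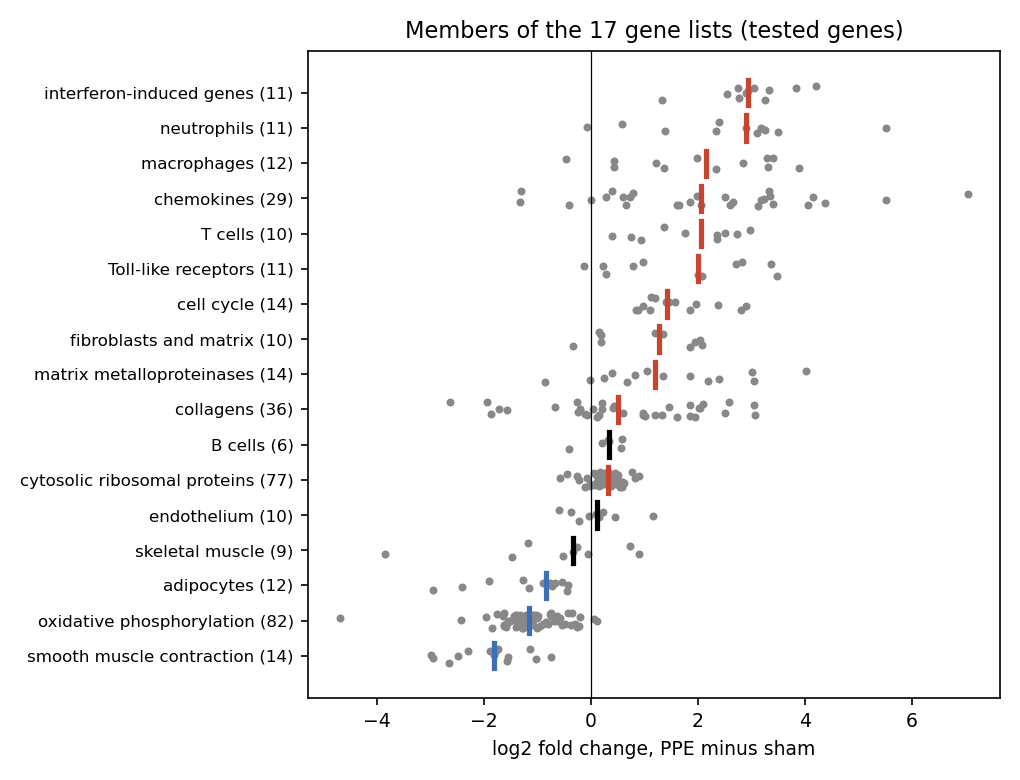
Log2 fold change (PPE minus sham) of each tested member of the 17 gene lists, 1 grey point per gene, with the number tested in brackets; bars mark list medians, red or blue where camera called the list higher or lower and black where it did not. Medians run from -1.80 for smooth muscle contraction to 2.94 for interferon-induced genes.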

Values the study reported

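The study reported 2,775 upregulated and 2,296 downregulated genes in PPE-treated aorta against sham at a false discovery rate below 1%. On its microRNA arrays, 41 microRNAs rose and 37 fell with aneurysm. It counted 213 negatively correlated targets for the miR-23b-24-27b cluster, of which 63 were predicted targets of miR-24 alone.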

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

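In 111 groups of 5 arrays (the named genes, the list scores and the shares of spots above background, each in sham and in PPE), the gap between the most extreme array and its neighbour was set against the range of the group. In 6 groups the ratio was above 0.71, the 95% critical value of Dixon's test for 5 samples. Chance gives about 5% of groups, so 6 of 111 is near the number chance alone would give. The tests of causes below were written after these arrays had been seen to stand apart and before the causes themselves were tested, except those on T cells and on the score expected from the response of PPE 2, which were chosen after the values had been seen.

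PPE 2 had more smooth muscle transcript than the other PPE arrays. Its smooth muscle contraction score was 2.91, against 2.05 on the next array (ratio 0.803), and its Acta2 log ratio was 2.82, against 1.73 (ratio 0.757). Acta2 is 1 of the 14 genes of that list, so these are not separate observations. All sham values lay higher. Of 6 other ways to process the spots, PPE 2 still stood apart in 3 for the list and in 4 for Acta2. In this part the LogRatio and the series matrix, nearly the same values, are counted as separate ways. A part of the processing and a real difference cannot be told apart, since PPE 2 was the extreme array in all 6 but by a smaller gap in some. A smaller response to PPE over all genes was expected to make PPE 2 the array with the least change. Over the genes called without it, its change was 88.3% of that of the other PPE arrays. By the same measure PPE 1, 3 and 4 were at 119%, 95.8% and 97.1%, and only PPE 5, which had the smallest share of red spots above background in the group, was lower, at 84.3%. A response of that size would put its smooth muscle score at 2.15, and the score was 0.77 above this, where the SD of such differences on the other PPE arrays was 0.38. With the LogRatio and the series matrix again counted as separate, 7 processings were compared. The difference was the largest of the group and over 2 SD in 5 for the list and in 6 for Acta2. Since this did not hold in all, a weaker response over all genes and a difference in the muscle layer alone cannot be told apart with 1 array. PPE 2 was also the highest PPE array in the adipocyte score (4.83, next 3.94) and the skeletal muscle score (3.85, next 2.53). In other lists it was not, such as neutrophils (2.60, against 3.93 on PPE 4). Its high scores were thus not limited to the smooth muscle list. Tissue taken with the aorta, raised below for B cells, was not tested for these scores. A milder injury of the muscle layer or a longer stretch of intact aorta in that sample stays open and was not tested.

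The B cell score was highest on sham 3 among sham arrays (0.92, next -0.02, ratio 0.789) and on PPE 2 among PPE arrays (1.86, next 0.23, ratio 0.719). Sham 3 stood apart in 5 of 6 other processings of the spots and PPE 2 in 0, so for PPE 2 the ratio may come from the processing, although the array had the highest score. A candidate explanation is lymphoid tissue, such as a node, taken with the aorta. It predicts that T cell genes, none of which is in the B cell list, are highest on the same arrays. This was so in 2 of 2 groups. The T cell score was 0.05 on sham 3 (next -0.60) and 1.67 on PPE 2 (next 1.61). The gap in PPE is small, and infiltration of the wall by lymphocytes predicts the same, so lymphoid tissue and infiltration cannot be told apart on these arrays. A list of lymphoid genes tried first was dropped, since it held genes that B cells express.

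Il6 was highest on PPE 4 (3.63, next 2.21, ratio 0.788), in 5 of 6 other processings as well. Furin was highest on PPE 5 (1.69, next 1.22, ratio 0.7103), in 4 of 6. Under median centring neither stood apart, so the processing remains open for both. PPE 5 was the array with the smallest share of red spots above background in its group, 45.8%. A difference between mice was not tested, since each mouse has 1 array.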

How the results depend on the processing

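The scan day block and the random slide block were chosen after seeing the data; the other alternatives were planned. Aquantile is left out of the counts here, and the LogRatio and series matrix, nearly the same values, count as 1. Over 30 alternatives in all, the count of higher genes stayed within 1.5 times 3120 in 26 of 28, the count of lower genes within 1.5 times 2239 in 27 of 28, the study-named count in 25 of 26 and the list count in 24 of 25. Chi3l1 kept its direction in 25 of 25 and its side of the threshold in 24, with a log2 fold change from 1.47 to 3.29 and adjusted p from 9.56e-06 to 0.0466.

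Median centring without loess moved the gene counts and the study-named count most, the series matrix and the LogRatio moved Chi3l1 most (3.29 in both), and the estimated correlation moved the list count most. It gave 408 higher and 8 lower genes (98.1% higher, against 58.2%), 3 study-named genes past the threshold, and a Chi3l1 change of 1.51 that was no longer past it. The median log2 fold change over all genes became 0.41, against 0.02, and Nos1 turned to 0.053. Relative to that shift, Chi3l1 still rose. The median SD within groups was 0.75, against 0.25 with loess, since loess removes the trend with brightness of each array and median centring leaves it. Both the larger spread and the shift of the median went with the lost calls, and they were not separated by a test. With loess, 412 of these genes were called in the same direction. Of named genes other than Chi3l1, 20 lost their call there, and skeletal muscle became a called list. SAM gave 4694 higher and 3108 lower genes, against 3120 and 2239 by limma, and the cause was not tested. Camera with an estimated correlation called 0 lists, against 14, since that correlation lets members of a list vary together.

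The series matrix gave 3167 higher and 3093 lower genes and the LogRatio 3164 and 3089, where higher genes made up 50.6% of calls in both. The red channel alone gave 2764 and 2828. An adjusted p under 0.05 gave 4548 and 3340, and a fold over 1.5 at 0.01 gave 2797 and 2009. Aquantile leaves log ratios as they are and tests nothing. In each refit across genes, 0 of the genes called in the report were called in the opposite direction.

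Reversals were seen only in genes and lists that were not called, and the cause was not tested. Rela was -0.018 without background correction, -0.015 with offset 10, -0.17 with array weights, -0.058 with slide as a fixed block and -0.00072 with slide as a random block. Nos1 was 0.30 in the LogRatio and in the series matrix, 0.17 in the red channel, 0.028 with array weights and 0.029 with scan day as a block. Itgam was -0.39 in the red channel. The signed -log10 p of the endothelium list turned to 0.0987 in the red channel, 0.00889 without a filter, 0.112 for the mean of probes and 0.0828 with fry.

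With 1 array left out, higher genes numbered 2514 to 3615, the most without PPE 5, and lower genes 1752 to 2348. Chi3l1 ranged from 1.47 to 1.90, the study-named count from 13 to 16, and the lists numbered 14 each time. Nos1 ranged from -0.21 to 0.053 and Rela from -0.10 to 0.10. The signed -log10 p ranged from -0.275 to 0.154 for endothelium and from -0.226 to 0.476 for B cells. Apart from median centring, calls of named genes were lost for Nfkb1 (12 settings), Il12b (9), Mrc1 (4), Furin and Mmp9 (2 each) and Selp and Mmp2 (1 each), and 13 of 33 called named genes other than Chi3l1 kept their call in all settings that tested them.

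Replicate numbers did not pair the arrays, since the correlation of deviations of same-numbered arrays ranged from -0.30 to 0.52. With the replicate block, 3025 genes were higher and 2281 lower, Chi3l1 was 1.69 (adjusted p 0.00455), 17 study-named genes and 14 lists were past the threshold, and no named call changed.

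Signal over background limits the dim genes. Il10 and Il12a were not tested, and requiring red above background on all 10 arrays left 15261 names without Chi3l1. The search for miR-24 hexamers, with its variants, was not run, since UTR sequences were not used here.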

Other observations

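The tests on the second principal component, on smooth muscle, fat cells and Aopep were chosen after the result was seen; the others were written before.

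Other splits of the 10 arrays into 5 and 5 were compared with the real one, with 100 of 126 drawn. Only 1 of the 100, the real one, gave as many higher genes. The same held for lower genes (1) and for study-named genes (1). A random grouping is thus argued against for these counts. Every other split mixed PPE and sham arrays, which adds their difference to the spread within groups, and gave 0 called genes. The number of lists is not decided by the splits. By camera, 12 of 100 splits gave 14 or more lists, up to 15. Of the 11 other than the real one, 10 exchanged 1 array between the groups and so kept much of the difference. Since camera with an estimated correlation called 0 lists, the number of called lists stays weak evidence. The exact tests of the list scores carry more. Arrays had been removed by the authors with the help of clustering, which may favour separate groups in such tests, by an unknown amount.

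The reference channel was tested as a control. In the green channel alone 139 genes were past the threshold, against 5592 in the red channel alone. Uneven reference RNA is therefore argued against as the source of the difference between PPE and sham. Of the 139, 105 were also called in the ratio (1.96% of the calls), and 100 of these moved the same way in green as in red. Red and green move together there, and a ratio takes out the part they share. Whether the ratio thereby understates a change in the aorta was not tested, nor was a leak between channels. Slide or scan day is argued against by the 100% of genes that kept their sign on slide 2.

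The second principal component followed the share of red spots above background across the 10 arrays. Pearson's r was 0.931 (permutation p 0.00013) and Spearman's rho 0.952 (permutation p 0.00016). Without sham 5 and PPE 5, r was 0.958 (exact permutation p 0.000322), and within groups r was 0.966. Signal strength may thus account for this component, which lies across the groups. The 3 arrays of slide 1, the only ones of scan day 2, had the highest values of both the component and the share, so scan day enters this relation. Within the 7 arrays of scan day 1, r was 0.874 (exact permutation p 0.00853) and rho 0.964 (exact permutation p 0.00278), and without sham 5 and PPE 5 r was 0.964 over 5 arrays. The relation thus held within 1 scan day, and whether scan day adds to it was not tested. This relation, over all arrays and within scan day 1, was the only one across arrays that was computed.

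LincRNA regions were called less often than other names, 10.6% of 2735 (95% exact binomial interval 9.44% to 11.8%, counting genes as independent) against 25.6% of 19785. Their probes are dimmer, with a median brightness of 7.39 against 9.50 on the log2 scale. Other names of the same brightness were called in 18.4% of cases. Dim probes may therefore account for part of the gap and are argued against as the whole of it. Probe quality and a smaller response of such transcripts stay open and were not tested.

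A lower share of smooth muscle cells, with no other change, would raise the markers of all other cell types alike. The scores moved apart instead. The adipocyte score changed by -1.17 and the endothelium score by 0.11, a difference of -1.28 (exact permutation p 0.00794, 0.0212 adjusted over 8 score pairs), while the macrophage score rose by 2.01. Loss of muscle cells alone is thus argued against as the account of the whole pattern, and a loss of muscle cells together with infiltration and changed expression in the muscle stays open.

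Oxidative phosphorylation genes fell almost as a block, with 80 of 82 below 0. A trend with brightness is argued against, since the lowest median of 10000 random lists of the same brightness was -0.18, against -1.15. The genes that fell most, Fabp3, Cox7a1, Clstn3 and Elovl3, pointed to brown fat, which can lie in the fat around the mouse aorta. A list of 15 brown fat genes, of which 2 (Ucp1 and Cidea) are also in the adipocyte list, had 13 members called lower and a median of -2.17. Its brightest members, Letmd1, Cidea, Acot11 and Ucp1, changed by -1.66, -2.40, -2.03 and -2.94, at mean brightness of 11.5, 11.1, 10.8 and 10.6. The other 10 adipocyte genes had a median of -0.74, with 3 called lower. Fewer fat cells of every kind alike would lower both lists by the same amount if only fat cells expressed them. The brown fat score fell further, by a difference of -1.18 (exact permutation p 0.0159, 0.0254 adjusted over the 8 pairs). Expression of the general fat genes in other cells, such as those that infiltrate, was not tested and could also give such a difference. Fewer brown fat cells would lower brown fat genes further than oxidative phosphorylation genes, and the difference was -0.92 (exact permutation p 0.0159). This is consistent with less brown fat, or a lower heat-producing programme in it, in the PPE samples. Lhx8 (1.30) and Zic1 (0.02), which are dim, did not fall. Several listed genes, such as Cpt1b and Ppara, are also active in muscle. Dilution by infiltrating cells that express none of these genes would lower all fat genes and the endothelium alike. Such dilution alone is argued against by the same -1.18 and by the -1.28 between adipocytes and endothelium. Per the study's methods, fat and connective tissue were removed from each aorta under a microscope, so the amount left may differ between samples. In its second set of arrays, PPE with a scrambled microRNA against saline, the study also listed oxidative phosphorylation among lowered pathways. Whether brown fat left by the dissection differed between groups, was lost in the mouse or lowered its programme stays open and was not tested.

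Aopep (2010111I01Rik) fell by 1.35 and the smooth muscle score by 1.90, so its change minus that of the score was 0.55 (exact permutation p 0.0397, 0.0529 adjusted). A lower share of smooth muscle cells and a lower rate of transcription of the host gene cannot be told apart, since the share of the host RNA that comes from muscle cells is not known from whole tissue.

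Itgam was chosen for a closer reading after its values were seen. Its probes A_55_P1977926 and A_55_P1977929 gave 0.05 and 2.48, and the probe used gave 0.44, while Emr1 rose by 3.42 in the same tissue. Which transcript each probe reads was not analysed here.

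Myh2 fell by 3.84 (limma adjusted p 0.00031) in a skeletal muscle list that was otherwise not called (chosen after its values were seen). The list's score had an SD of 1.26 in sham and 1.08 in PPE, larger than the SD of the other lists.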
